# Plasma activated water triggers plant defence responses

**DOI:** 10.1038/s41598-020-76247-3

**Published:** 2020-11-05

**Authors:** Yuri Zambon, Nicoletta Contaldo, Romolo Laurita, Eva Várallyay, Alessandro Canel, Matteo Gherardi, Vittorio Colombo, Assunta Bertaccini

**Keywords:** Molecular biology, Plant sciences, Engineering

## Abstract

Nowadays, one of the main challenges is moving towards an eco-sustainable agriculture, able to preserve the food production through a reduced use of pesticides. Current global food sustenance by intensive agriculture is mainly based on economic crop monocultures and drastically reduces the biodiversity, increasing the yield losses due to the presence of biotic and abiotic stresses. A technology based on plasma activated water (PAW), characterized by the presence in liquid of reactive oxygen and nitrogen species, was tested to try to ensure yield stability also enhancing the plant resistance responses and to promote an eco-sustainable management of plant diseases. In PAW-treated micropropagated periwinkle shoots, periwinkle and grapevine plants, qRT-PCR and small RNAs high-throughput sequencing were used to analyse the differential expression of genes involved in the major plant defence pathways. The results indicate that PAW treatment enhances the plant defence responses and provide an encouraging framework for future applications in plant disease management programs.

## Introduction

Plant production directly or indirectly constitutes more than 97% of the human diet supplying food, fibres, energy and raw materials to the world growing population. The need of increasing food availability could be pursued through two complementary approaches: improving unit yields and decreasing production losses. Plant protection in general and crop disease management in particular, play a key role in the growing demand for food quality and quantity^1^. Recent studies have shown that diseases, pests and weeds reduce the global yield by 30–40%, mainly in the developing countries^2,3^. Intensive conventional agriculture has more than tripled the crop yield in the last century^4^; however the use of pesticides and mineral fertilisers has a negative impact on the environment through decreasing biodiversity, increasing pollution and eutrophication of water, and degrading soil quality^5^. Strategies that enhance plant immunity and promote growth of healthy plants have a great potential to reduce the impact of plant diseases, and therefore limit the use of pesticides. One of the strategies is represented by the use of immunity inducers, a class of compounds that can induce systemic acquired resistance in plants^6^. They can be either non-biological or biological active molecules, depending on their origin and include synthetic elicitors, plant immunity-inducing proteins, chitosan oligosaccharides and microorganisms^7^. In response to abiotic and biotic stresses, plants have an adaptive defence system producing reactive oxygen and nitrogen species (RONS) that, in low concentrations, act as signalling molecules^8^. Moreover, both biotic and abiotic stresses cause RONS bursts, which induce the production of secondary metabolites, acting very often as defence hormone precursors in plant cells. Plant endogenous RONS level is increased by the presence of pathogens, and this involves various processes such as the hypersensitivity response (HR), the accumulation of phytoalexins and the activation of defence genes^9^. These processes are controlled by key genes encoding transcription activators and repressors that regulate downstream stress-induced genes and pathways^10–12^.

To simultaneously enhance food security and reduce the environmental impact of agriculture, a novel approach focused on the use of plasma activated water (PAW) was investigated. The exposure of water to a cold atmospheric pressure plasma induces the production of both reactive oxygen and nitrogen species in the liquid phase, indeed PAW is characterized by the high concentration of long-lived RONS (e.g. hydrogen peroxide and nitrates) that participate in various signalling pathways in plants, which regulate metabolic processes, plant development, and stress responses^13^.

Indeed, in the recent years it has been proved that PAW treatment enhances plant growth^14^ and a few pioneering experiments focused on the mechanisms triggered by PAW treatment in inducing resistance in plants^15–17^. In this work PAW was used for the treatment of micropropagated periwinkle shoots, periwinkle and grapevine plants, to evaluate the presence of induced resistance by gene expression changes.

## Results and discussion

### Concentration of hydrogen peroxide and nitrates in PAW

Plasma treatment of sterile distilled water (SDW) induced the production of short-lived (having a lifetime ranging from a few µs to a few ms) and long lived species, such as nitrites (NO_2_^−^), nitrates (NO_3_^−^), hydrogen peroxide (H_2_O_2_) and a pH reduction^13^. The concentration of nitrites fell below the detection limit a few minutes after the plasma treatment as previously reported^16,18^, while hydrogen peroxide and nitrate concentrations increased and remained stable for 24 h even after freezing and defrosting. In Table 1 the concentrations of hydrogen peroxide, nitrate and pH of the PAW are reported.

**Table 1:** The pH values, hydrogen peroxide and nitrate concentrations in PAW.

	pH	H_2_O_2_ (mg × L^−1^)	NO_3_^−^ (mg × L^−1^)
SDW	5.5 ± 0.1	0	0
PAW	2.78 ± 0.47	13.5 ± 1.3	81.9 ± 3.4

### Phytoalexin pathway is induced in PAW treated micropropagated periwinkle shoots

Micropropagated periwinkle shoots treated with PAW and collected at different times after treatment were examined by quantitative PCR (qPCR) for gene expression changes. To minimize the possible negative effects of the treatments, all the plants considered were subjected to the submersion and neither hypoxic nor anoxic stress was observed. In PAW-treated micropropagated periwinkle shoots a statistically significant overexpression of the *CrCalS11*, *CrPAL1*, and *CrSGD* genes could be observed (Fig. 1). Moreover, a light overexpression of *CrDAT* gene was registered at a late time point (120 h post treatment, pt), while no significant different expression was observed for the *CrCHS* gene (Supplementary File 1). A significant increase in *CrCalS11* expression in shoots treated with both PAW and fosetyl aluminium (FoAl) was observed (3.8 and 7.5 fold, respectively) 7 h pt.

**Figure 1:**
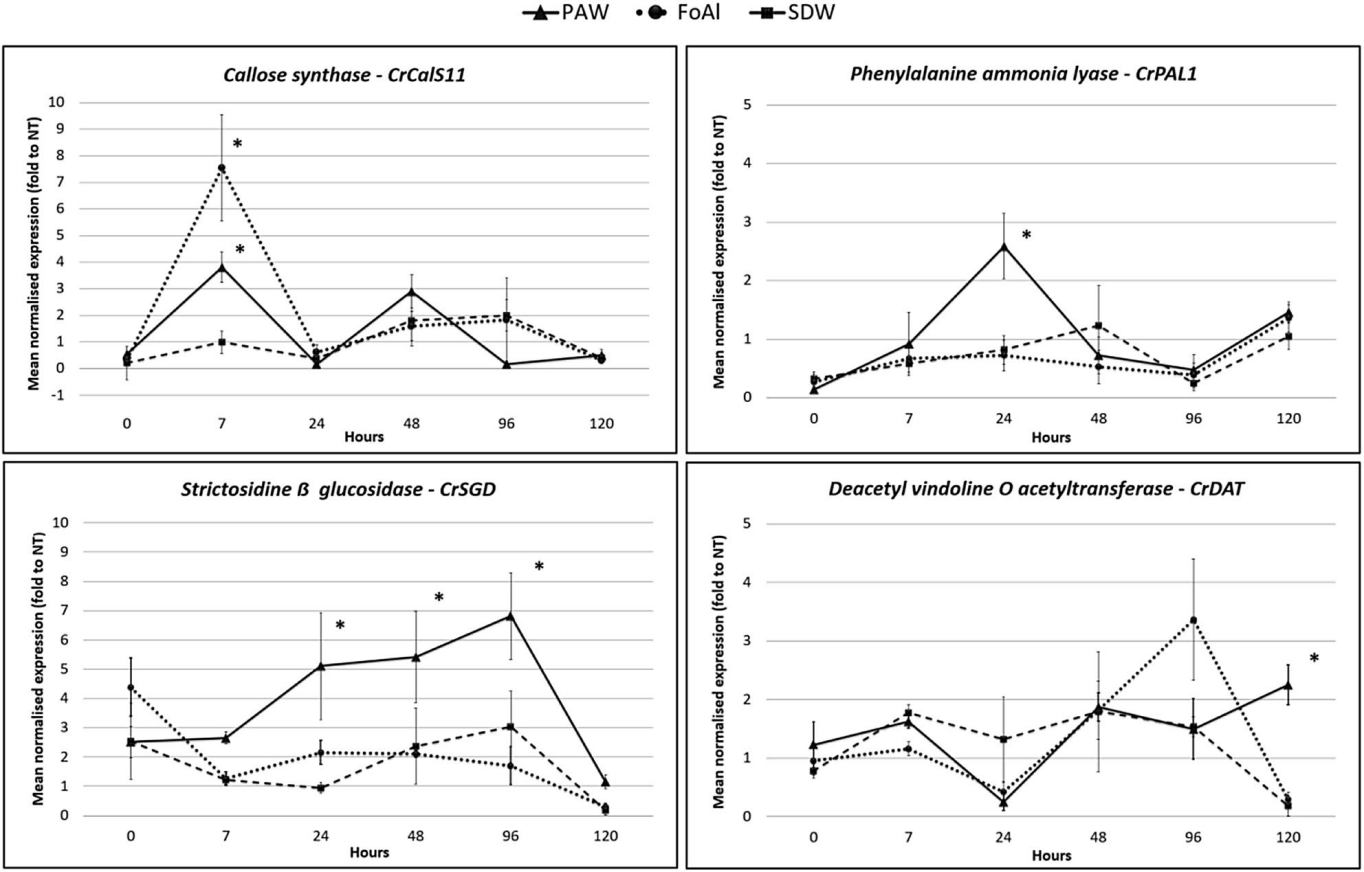
Gene expression changes in micropropagated periwinkle shoots after PAW treatment. Gene expression for callose synthase (*CrCalS11*), phenylalanine ammonia lyase (*CrPAL1*), strictosidine-β-glucosidase (*CrSGD*) and deacetyl vindoline-O-acetyltransferase (*CrDAT*) as determined by qRT-PCR after PAW, SDW and FoAl treatments. Their relative expression (ubiquitin was the internal control) to untreated shoots are shown at different time points after treatment. *Statistically significant *P* < 0.05.

The callose deposition is induced by the activity of this gene and has been reported in several studies as a generic response to biotic and abiotic stresses ^19^. The overexpression of *CrCalS11* in response to PAW similarly to FoAl, indicates the induction of defence reactions and could be related to the presence of RONS and in particular H_2_O_2_ in the PAW solution^ 20–22^. Expression of *CrPAL1* in the PAW treated shoots increased by 2.6-fold at 24 h pt while the shoots treated with FoAl did not show any increase, very likely because of the absence of pathogen(s)^23^. *CrPAL1* overexpression as a result of shoots exposure to PAW is explained by the presence of H_2_O_2_ and NO_3_^−^ as stress response signals^24^. Nitric oxide (NO) and its donors activate the transcription of the PAL gene through a cGMP (guanosine-monophosphate cyclic)-dependent mechanism ^25^. *CrPAL1 *induction can also be the effect of the presence of H_2_O_2_, considered to be the main intermediary in the activation of the induced resistance that leads to the hypersensitivity response^ 26,27^. PAW treatment also induced the expression of *CrSGD*, a key enzyme in the alkaloid’s biosynthetic pathway, involved in the plant defence responses. This gene plays an important role in the upstream regulation of the pathway leading to the production of vincristine and vinblastine, having antimicrobial activity against phytopathogenic fungi and bacteria^ 28^. Its level constantly increased from 24 to 96 h pt, with an overexpression of ca. 5, 5.4 and 6.8-fold respectively. Its activation can also be due to the H_2_O_2_ as reported by Tang et al. ^29^ who showed that different concentrations of exogenous H_2_O_2_ increased the concentration of alkaloids including vinblastine, vindoline and catharanthine.

### Resveratrol producing pathway is induced in PAW treated grapevine plants

PAW’s activity in grapevine plants cv Chardonnay showed an increased expression of *VvPAL1*, *VvCHS2*, *VvCHS3* and *VvSTS* genes at 16 h pt. Furthermore, the relative expression of the *VvPAL1* gene resulted 2.9 fold higher than untreated controls while the *VvCHS2*, *VvCHS3* and *VvSTS* expression increased by 3.9, 1.9 and four fold, respectively (Fig. 2). Moreover, *VvCHS1* didn’t show any variation (Supplementary File 2). The *VvPAL1* gene encodes the enzyme producing the precursor of shikimate and is involved in the phenylpropanoid metabolic pathways^30^ through the formation of resveratrol (catalyzed by stilbene synthase, STS) or flavonoids (catalyzed by chalcone synthase, CHS) ^31^. These metabolic pathways have been extensively studied in grapevine as they contribute to the pigmentation of flowers, fruits, seeds and leaves and are involved in different physiological and biochemical processes ^32^. Resveratrol and its derivatives such as 3- and a-viniferin, pterostilbene and piceatonol represent the main phytoalexins in grapevine ^33^. These molecules are synthesized in grapevine also in response to *Erysiphe necator*, *Plasmopara viticola* and *Botrytis cinerea* infections^ 34–36^. In spite of differences registered in the expression of some genes, the overall results obtained confirmed the positive effect of PAW treatment on the phytoalexin pathway, in both, micropropagated periwinkle shoots and grapevine plants. On the other hand, the effect of fosetyl aluminium (FoAl), used as control, was more variable. Moreover, preliminary tests carried out with a synthetic solution with the same concentration of hydrogen peroxide and nitrates and the same pH of PAW, showed the same behaviour of SDW negative control (data not shown), confirming that PAW effect is due to a complex of factors^ 13^.

**Figure 2:**
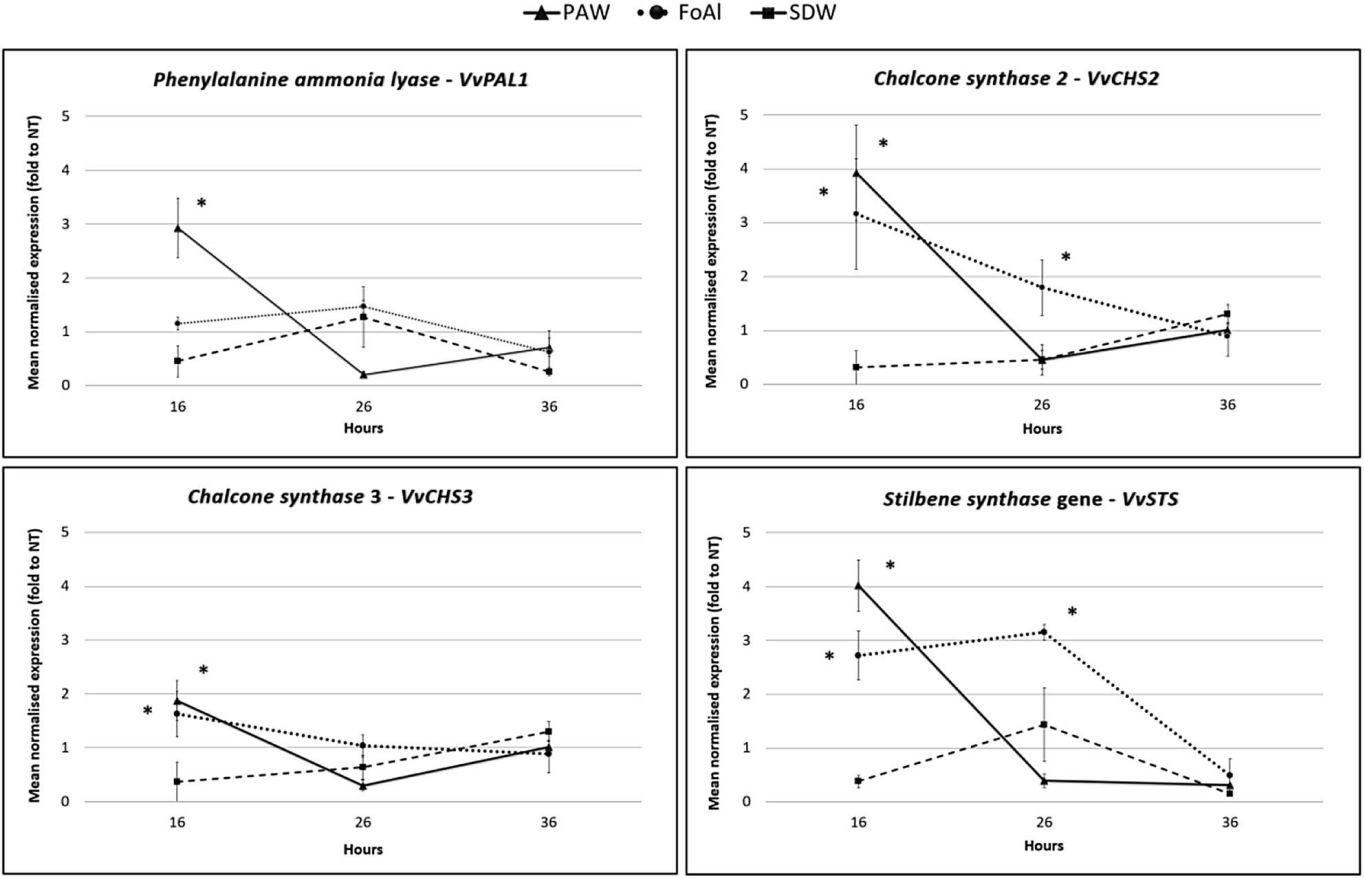
Changes in grapevine gene expression after PAW treatment. Relative expression of phenylalanine ammonia lyase *VvPAL1*, chalcone synthase 2 *VvCHS2*, chalcone synthase 3 *VvCHS3* and stilbene synthase *VvSTS* determined by qRT-PCR after PAW, SDW and FoAl treatments. Their relative expression (actin, ubiquitin and glyceraldehydes 3-phosphate dehydrogenase were internal controls) to untreated shoots are shown at different time points after treatment. *Statistically significant *P* < 0.05.

### PAW induced changes in the expression of periwinkle miRNAs regulating the defence gene expression

Six small RNA (sRNA) libraries were constructed using total RNAs from SDW treated control (H_2_O1, H_2_O2, H_2_O3) and PAW-treated periwinkle plants (PAW1, PAW2, PAW3). 

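The 6 libraries held 10750389 to 24862108 reads, and each is a table of distinct small RNA sequences of 16 to 28 nt with the number of times each was read. The 3 PAW libraries had 24862108, 22818243 and 11309297 reads, and the 3 SDW libraries 24263570, 10750389 and 13200633. Plasma activated water (PAW) is water exposed to an electric discharge in air, and sterile distilled water (SDW) was the control. Periwinkle plants, 3 per treatment and all derived from a single mother plant, were immersed upside down for 25 min in 650 mL of either water. They were collected whole after 16 h. Each plant of this clone gave a single library. The spread between plants that the p-values given here measure therefore includes differences between extractions and libraries. The authors trimmed the adapters with CLC Genomics Workbench, kept good quality reads of 16 to 28 nt and collapsed identical reads, and the deposited values are raw counts without scaling. The mapping of these sequences to the periwinkle transcriptome is described in the paper's methods and is not part of the tables. The tables were joined on the sequence, which gave 18314682 distinct sequences. Sequences were assigned to miRNA families with a list of 68 plant miRNAs in 44 families, opposite strands counted apart, which was written from memory before the data were examined, because the article prints no sequences, and was not checked against a database. A sequence of 18 to 25 nt was counted for a family when it held positions 3 to 18 of a listed miRNA without mismatch and started within 2 nt of its 5′ end, so that length variants and sequence variants at the ends were included. Counts were compared with edgeR's quasi-likelihood test, with the total of each library as its depth, after the scaling described in the paper's methods, and with Benjamini-Hochberg adjustment at 0.05. Values are given as reads per 1000000 reads of the library (RPM). Single values were compared with 2-sided exact permutation tests, whose smallest p with 3 plants against 3 is 0.1. With reads of this number, the smallest library resolves 0.279 RPM, taken as 3 counts, and this limit covers counting error only because no molecular identifiers are described.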

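The SDW libraries held 16071531 reads of 16 to 28 nt on average and the PAW libraries 19663216. Of the reads without adapters that the paper's Supplementary File 3 reports, 88.9% to 98.6% were present in 5 of the libraries and 63.6% in the second SDW library (H_2_O2). Sequences read once made up 58.3% to 74.4% of the distinct sequences in each library. The most frequent sequence took 3.33% of the reads in the second SDW library and 6.28% to 9.32% in the others.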

Small RNA sequencing yielded 18,862,867 and 21,163,320 high-quality raw reads from the H_2_O and PAW treated plant libraries, respectively (Supplementary File 3). The length distribution of the total reads revealed that the majority of them from each library was ranging 20–25 nt: those of 24-nt were the most abundant, followed by the 21-nt reads. 

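Reads of 24 nt were the most frequent length in all 6 libraries. Reads of 21 nt ranked second in 5 libraries and in place 5 in the second SDW library. The range from 20 to 25 nt held 91.6% to 95.0% of the reads in 5 libraries and 79.8% in the second SDW library.

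**Figure D1:**
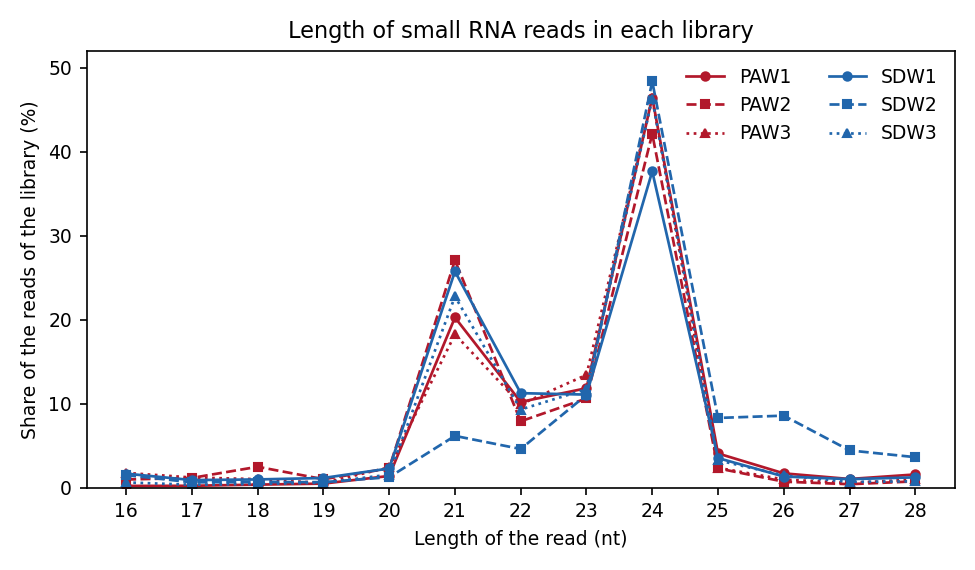
Share of the reads of each library (%) at each length from 16 to 28 nt, 1 line per library, with PAW in red and SDW in blue. The 24-nt peak is present in all 6 libraries, and SDW2, the second SDW library, has 6.18% of its reads at 21 nt and 8.59% at 26 nt.

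The share of 24-nt reads was 45.0% ± 2.48 (SD, n = 3) in the PAW libraries and 44.1% ± 5.69 (SD, n = 3) in the SDW libraries (exact permutation test, p = 0.8). The share of 21-nt reads was 21.9% ± 4.62 (SD, n = 3) against 18.2% ± 10.5 (SD, n = 3), with p = 0.8 from the same exact test. The SD of the SDW group was set by the second library, with 6.18% of reads at 21 nt against 25.7% and 22.8% in the other SDW libraries, and without it the difference changed sign, from 3.63 to −2.39 percentage points. That library had 25.0% of its reads at 25 to 28 nt, where the other 5 had 4.26% to 8.45%. Uridine, the 5′ base that most plant miRNAs carry, began 59.7% of 21-nt reads in the second SDW library and 65.5% to 82.8% in the others. Adenine began 50.1% ± 4.25 (SD, n = 3) of 24-nt reads in the PAW libraries and 47.4% ± 5.84 (SD, n = 3) in the SDW libraries (exact permutation test, p = 0.6). From the length distribution, the paper states the order of the 24-nt and 21-nt classes.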

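No miRNA family of 27 tested passed an adjusted p of 0.05 between PAW and SDW in edgeR's quasi-likelihood test, and none had an unadjusted p under 0.05. The unadjusted count was 3 with DESeq2, 1 with limma-voom and 1 with Baggerley's test, the test the paper names. In these runs no family had an adjusted p under 0.05. Here limma-voom and Baggerley's test took all reads as the total, and DESeq2 took size factors from the family counts. Of the 68 listed mature miRNAs, 22 had enough reads for the test as exact sequences, and 0 passed with edgeR, both over all sequences and adjusted over the list alone. The unadjusted count for them was 0 with edgeR, 2 with DESeq2, 1 with limma-voom and 1 with Baggerley's test. With Baggerley's test and the reads of listed miRNAs as the total, 2 families passed, miR396-3p higher and miR166 lower in PAW. So did 2 mature sequences, and this pair of choices was made after seeing the data. On that total the groups overlapped for both families. As written here, the test takes counting error where its estimate of spread falls below it, so a pass can ignore the spread between plants. With the same total and edgeR 0 passed. Over all 141868 small RNA sequences with enough reads, 0 passed with edgeR and 4811 had an unadjusted p under 0.05. DESeq2 called 63 higher and 48 lower in PAW, with 121544 sequences left without an adjusted p by its own filter, while limma-voom and Baggerley's test called 0, with 6445 and 9123 at an unadjusted p under 0.05. Counts did not overlap between the groups for 9.94% of these sequences, and chance gives 10% for 3 against 3. The miR166 family had the most sequence variants with enough reads, 121 of 324, followed by miR159 with 45, miR396 with 28, miR398 with 26 and miR157 with 17. The miR166 family also held 88.5% to 93.3% of all miRNA reads of a library. The spread between plants limited edgeR's tests. In data simulated with the estimated spread, edgeR recovered 8.6% of 4-fold and 84.4% of 16-fold changes among 27 families. Each of these shares is of 500 changes over 100 rounds. With a dispersion of 0.05 it recovered 99.8% of 4-fold changes. Over the 141868 sequences with the estimated spread, 50 were changed at each size from 2- to 16-fold. Here edgeR, limma-voom and Baggerley's test each recovered 0% of these changes. The 0 of these tests in the real data thus leaves changes of that size possible. Recovery after adjustment depends also on how many sequences or families change, and other numbers were not tried. At a dispersion of 0.05, edgeR and limma-voom recovered 100% of 4-fold changes over these sequences. Baggerley's test, as written here, still recovered 0% at each size, so the spread alone does not account for its 0. At the estimated spread DESeq2 made 491 false calls, against the 111 sequences it called in the real data.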

Overall, 81 microRNAs (miRNAs) belonging to 36 families were showing significant changes after the PAW treatment, among them miR166, miR159 and miR396 families were the most represented. In particular, miRNA belonging to miR157, miR172, miR393, miR5368 and miR8016 families were found down-regulated, while miR159, miR165, miR319, miR395, miR396, miR398 and miR399 families were up-regulated after the PAW treatment (Table 2).

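Of the 27 families, 18 had a higher and 9 a lower mean after PAW, or 12 and 15 without either the second SDW or the second PAW library, and none passed its test (adjusted p = 0.937 for every family in edgeR's quasi-likelihood test). The families miR157, miR172, miR393 and miR5368 were on average lower in PAW, and miR159, miR165, miR319, miR395, miR396, miR398 and miR399 higher. The second SDW library had 3.10% miRNA reads, against 10.1% to 18.4% in the other 5, and 17 of the 27 families had their lowest value in it.

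**Figure D2:**
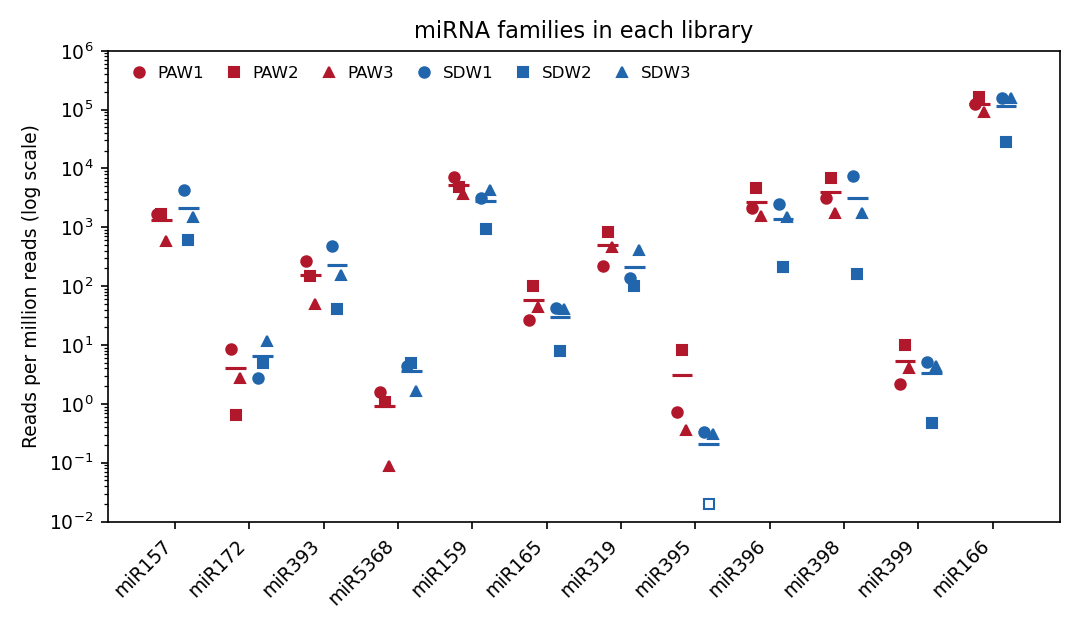
RPM of 12 miRNA families named in the paper, on a log scale, with 1 point per library and a bar at the mean of each treatment. The open point is a library without a read. The ranges of PAW (red) and SDW (blue) overlap for every family shown apart from miR395 and miR5368 on this scale of all reads.

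Among the lower families, miR5368 had 0.918 ± 0.756 (SD, n = 3) RPM in PAW and 3.64 ± 1.74 (SD, n = 3) in SDW. This is a log2 fold change of −1.95 (standard error 1.07), and each PAW library lay below each SDW library. It was the 1 family of 27 whose groups did not overlap in either direction, where chance gives 10%. Relative to the reads of listed miRNAs the groups of miR5368 overlapped. The exact listed miR5368 sequence had no read in any library. The family values come from variants, with 39, 25 and 1 reads in PAW and 105, 53 and 22 in SDW. The miR172 family had 4.00 ± 4.12 (SD, n = 3) RPM in PAW and 6.51 ± 4.79 (SD, n = 3) in SDW, and its log2 fold change was −0.70, or 0.07 without the third SDW library. Relative to the reads of listed miRNAs, a scale chosen after seeing the data, its log2 ratio of the means was −1.42 and stayed between −2.41 and −0.50 when single libraries were left out. Its opposite strand, miR172-5p, had −0.63, or 0.05 without the second SDW library. For miR393 the log2 fold change was −0.55 over all its variants, 0.17 over the exact listed sequence alone, which had 23, 26 and 0 reads in PAW and 25, 3 and 7 in SDW, and 0.66 without the first SDW library. On the scale of listed miRNA reads its log2 ratio was −0.66, and between −1.36 and −0.086 with single libraries left out. The variant TCCAAAGGGATCGCATTGATT, chosen after its values were seen because they match miR393a of Table 2, had 18.7 ± 9.60 (SD, n = 3) RPM in PAW and 47.1 ± 54.0 (SD, n = 3) in SDW. Among the higher families, miR319 had 502.7 ± 304.4 (SD, n = 3) RPM in PAW and 214.1 ± 168.5 (SD, n = 3) in SDW, a log2 fold change of 1.23 (standard error 0.97), or 0.67 without the second PAW library. The miR396 family had 2741 ± 1610 (SD, n = 3) RPM in PAW and 1393 ± 1134 (SD, n = 3) in SDW, a log2 fold change of 0.98 (standard error 0.97), or 0.39 without the second PAW library. Relative to the reads of listed miRNAs, a scale chosen after seeing the data, each PAW library lay above each SDW library for miR396, the 1 family of 27 without overlap on it. Within it, the exact miR396a sequence TTCCACAGCTTTCTTGAACTG had 1456 ± 649.0 (SD, n = 3) against 421.1 ± 305.6 (SD, n = 3) RPM, and all PAW libraries lay above all SDW libraries (exact permutation test, p = 0.1, the smallest possible). Its log2 fold change of 1.79 (standard error 1.03) did not pass edgeR's test (adjusted p = 0.967 over the list alone). The exact miR396b sequence TTCCACAGCTTTCTTGAACTT had a log2 fold change of 0.44, or −0.41 without the second PAW library and −0.10 without the second SDW library. The opposite strand, miR396-3p, had 0.50, or 0.096 without the second SDW library. The log2 ratio of miR396-3p to miR396 was −3.56 ± 0.783 (SD, n = 3) in PAW and −2.80 ± 0.812 (SD, n = 3) in SDW (exact permutation test, p = 0.3). By function, 9 of 13 families of development were higher and 4 lower, with miR319, miR396 and miR165 having the largest changes. Of 4 auxin families, 3 were higher and 1, miR393, was lower, but single libraries set the direction of miR167, at 0.08 or −0.69 without the first PAW library, and of miR160, at 0.44 or −0.98 without it. The abundant family miR162 had −0.10, or 0.20 and 0.32 without PAW3 or SDW3. Of the 3 silencing families, miR168-3p had a log2 fold change of −1.26 and miR168 of 0.14, and the sign of the latter depended on the second library of either treatment. The phenylpropanoid family miR858 had 0.43, or 0.020 without the second SDW library. The listed forms of the immunity families miR482 and miR2118 had no read in any library. They were written from memory and matched without mismatch, so this does not show that the families are absent. The opposite strand miR157-3p, to which miR157d-3p of Table 2 belongs, had 3 reads in all by the match without mismatch, and with 1 mismatch allowed 1484, 1011 and 274 reads in PAW and 3090, 638 and 1110 in SDW, a log2 fold change of −1.08 (standard error 0.99). For miR8016 no sequence was at hand, and it has no value here. From the families that passed its test, the paper states which were down-regulated and which up-regulated by PAW.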

**Table 2:** miRNAs showing significantly differential expression in PAW-treated periwinkle plants: those down-regulated are listed on the left and the up-regulated on the right of the table.

miRNA	PAW	SDW	miRNA	PAW	SDW
	Normalized reading^a^			Normalized reading^a^	
miR157a	32,45	76,13	miR159a	34.526,29	22.389,27
miR157d-3p	0,76	10,49	miR165a	223,37	148,96
miR166d	1.188,44	1.726,98	miR166f	1.021,06	710,88
miR172a*	18,99	43,88	miR319a	613,36	302,02
miR172c-5p	3,47	8,13	miR395a	15,64	0,77
miR172c	6,69	25,92	miR396a-3p*	789,64	477,53
miR393a	128,95	331,73	miR396a*	9.791,12	3.473,35
miR5368	2,25	14,79	miR396b	7.084,25	5.558,85
miR8016	89,19	273,77	miR398b	24.470,24	18.283,28
novel-79	31	47,96	miR399b	33,6	21,05
miRnovel05	276,79	327,54			

^a^Average reading of three biological replicates.

The heat map shows two distinct expression clusters differentiating the PAW- treated and untreated libraries, the results of the treatment were statistically similar in the three biological replicates (Fig. 3).

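The libraries did not part by treatment over all miRNA families or all sequences. Nor did they over the 81 of 324 miRNA variants with the smallest p between the treatments. These were ranked by Baggerley's test with the reads of listed miRNAs as the total, and 40 had an unadjusted p under 0.05. As written here, that test can ignore the spread between plants, so this selection is no check of the paper's heat map. Over the 36 miRNA families with reads, the mean distance between PAW and SDW libraries was 7.41 and the mean distance within a treatment 7.93. In clustering by complete linkage, the first branch held the second SDW library alone.

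**Figure D3:**
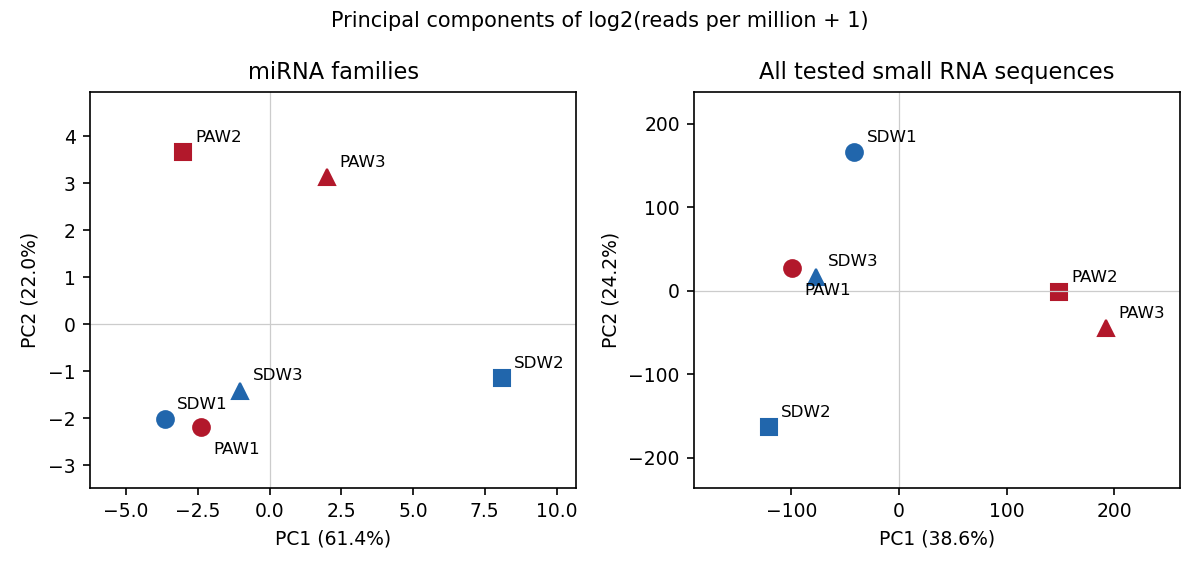
First and second principal components (PC1, PC2) of log2(RPM + 1), for 36 miRNA families and for 141868 small RNA sequences, with 1 point per library, PAW in red and SDW in blue. SDW2 stands alone on PC1 of the families (61.4% of the variance), and PAW2 and PAW3 stand apart on PC1 of all sequences (38.6%).

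The difference between the distances, −0.52, ranked 7 of the 10 possible divisions of the libraries into 3 and 3, and over all tested sequences it was 2.00 and ranked 5. In miRNA families the first PAW library was closest to the third SDW library, at a distance of 3.82, and farthest from the second SDW library, at 10.9. Over all sequences these same libraries, PAW1 and SDW3, had a correlation of 0.87 in log2 values across sequences, which are not independent replicates, and PAW2 and PAW3 one of 0.73. The 5′ ends of 9 tRNAs together had 15758 RPM in the second SDW library and 199.7 to 1416 in the other 5. Sequences of 5S and 5.8S rRNA had 339.5 ± 85.8 (SD, n = 3) RPM in PAW and 574.6 ± 215.1 (SD, n = 3) in SDW (exact permutation test, p = 0.3). From its heat map, drawn from the miRNAs that passed its test, the paper states that PAW and SDW libraries form distinct clusters. It also states that the replicates were similar. The same figure of the paper holds a principal component plot of miRNA expression, which its text does not describe.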

**Figure 3:**
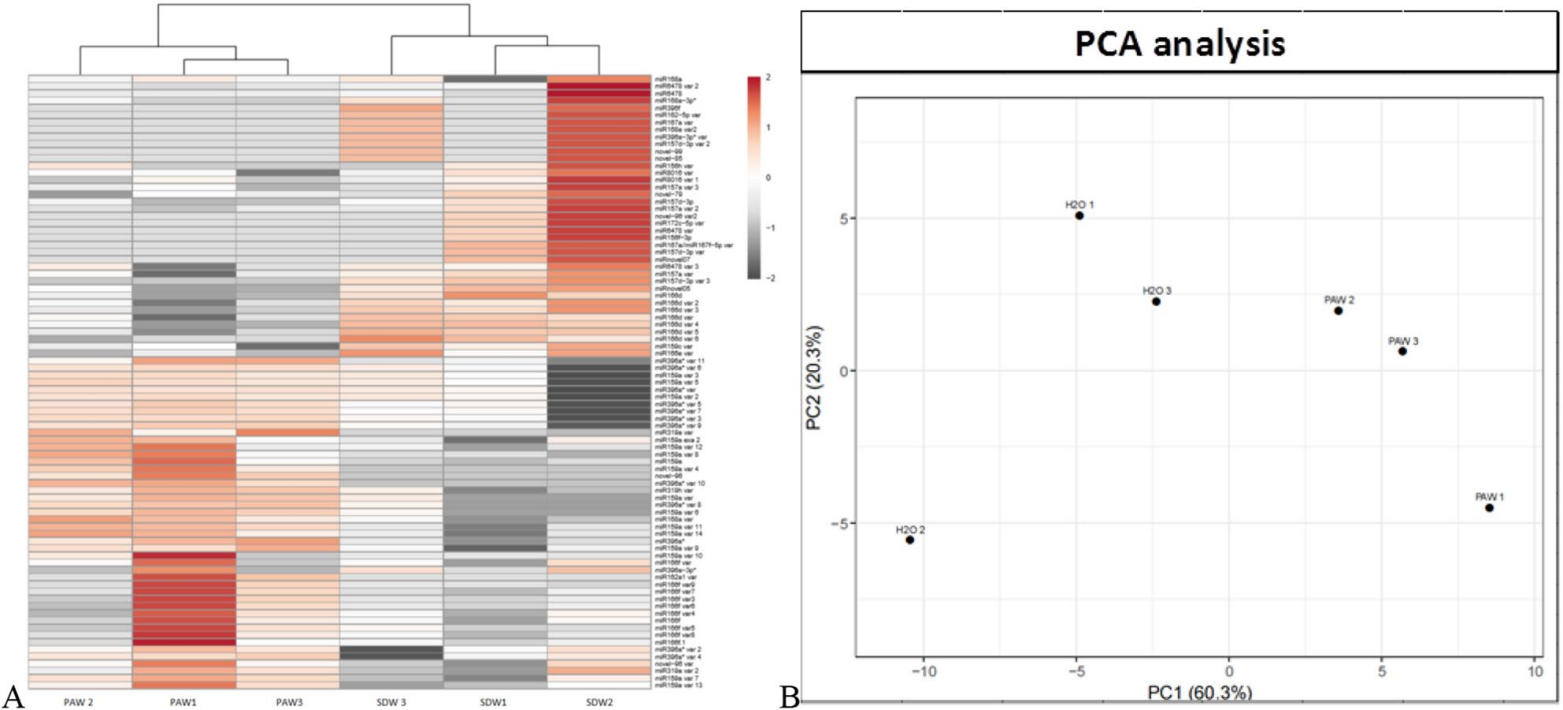
(**A**): Heat-map of the log2-fold change differentially expressed miRNAs and (**B**) principal component analysis (PCA) score plot of the miRNA expression in PAW- (PAW1, PAW2, PAW3) and SDW- (H_2_O1, H_2_O2, H_2_O3) treated periwinkle plants.

To investigate the relevance of the changes in the miRNA pattern the possible targets of the *Catharanthus roseus* miRNAs were predicted and putative target genes were analyzed by GOterms with the aid of the Blast2GO program with default parameters. Genes with a known function were categorized by biological process, molecular function, and cellular component according to the ontological definitions of the GOterms (Fig. 4).

**Figure 4:**
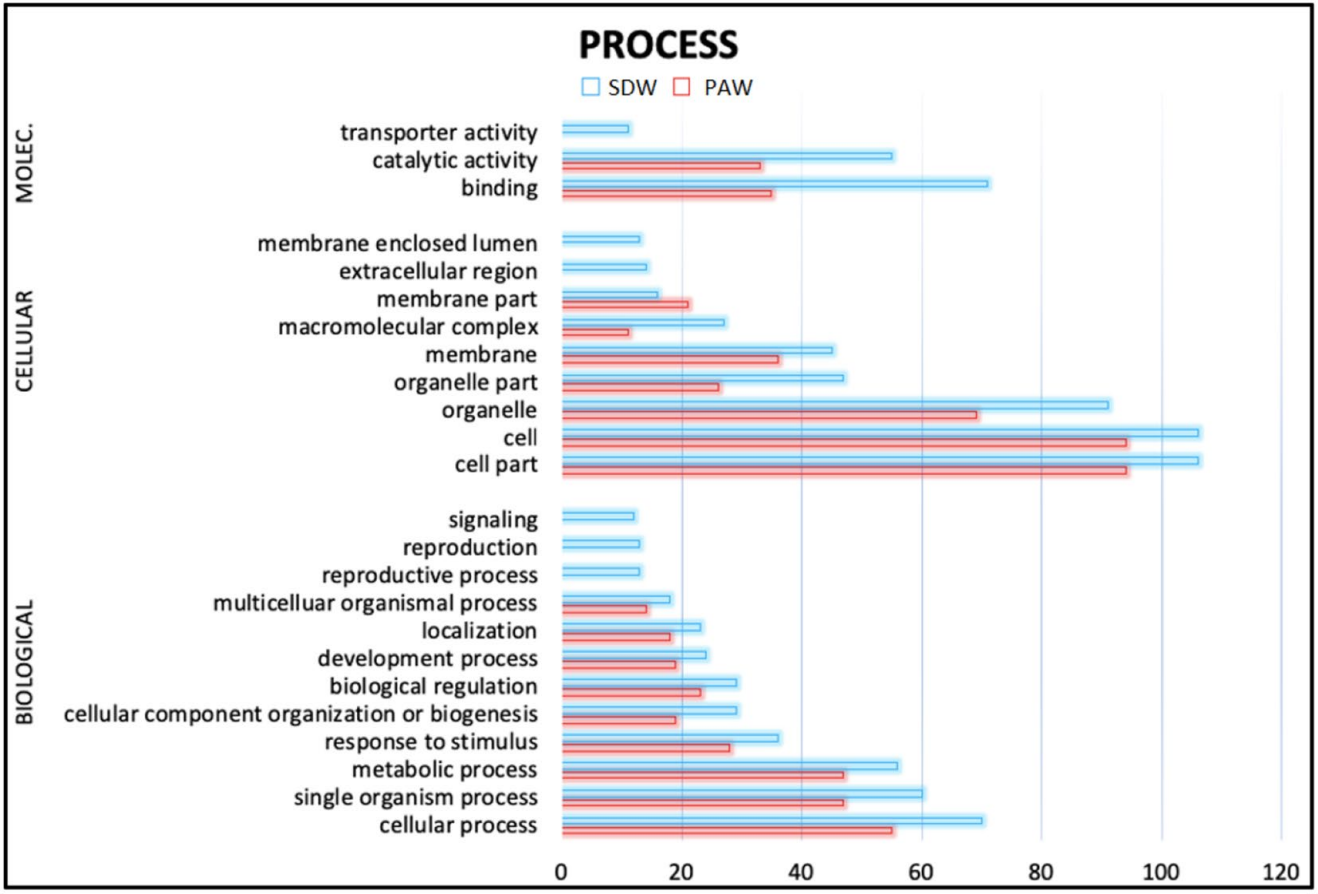
GO enrichment of miRNA target genes for which the expression level was increased or decreased by the PAW treatment compared with the SDW treatment. The dataset containing protein sequences of *C. roseus* genome was set as background. The vertical axis corresponds to the enriched GO category, and the horizontal axis to the GO enrichment.

Among the miRNAs overexpressed in the PAW-treated plants miR159, miR395 and miR398 families were reported as up-regulated under H_2_O_2_ exposition^37^. 

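The families miR159, miR395 and miR398 had higher mean values in PAW than in SDW, and none of these differences passed a test. The miR159 family had 5295 ± 1809 (SD, n = 3) RPM in PAW and 2820 ± 1745 (SD, n = 3) in SDW. Its log2 fold change of 0.91 (standard error 0.97, adjusted p = 0.937 from edgeR) stayed between 0.49 and 1.37 when single libraries were left out. The exact miR159a sequence TTTGGATTGAAGGGAGCTCTA accounted for 4916 RPM in PAW and 2640 in SDW. The miR395 family had too few reads for that test, with 18, 187 and 4 reads in the PAW libraries and 8, 0 and 4 in the SDW libraries. This is 3.09 ± 4.42 (SD, n = 3) against 0.211 ± 0.183 (SD, n = 3) RPM, with each PAW library above each SDW library (exact permutation test, p = 0.1, the smallest possible). That order rests on the third PAW library at 0.354 RPM, from 4 reads, and the first SDW library at 0.330 RPM, from 8 reads. This gap lies within counting error. The second PAW library supplied most of the miR395 reads, and without it the log2 ratio of the means was 1.35 in place of 3.87. The count of 0 in the second SDW library allows up to 0.279 RPM.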

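The miR165 family had a log2 fold change of 0.94 (standard error 0.98) and the miR166 family of 0.16 (standard error 1.00) between PAW and SDW, neither past an adjusted p of 0.05 in edgeR's test. Without the second PAW library the value of miR165 was 0.24. The miR165 family had 58.0 ± 39.5 (SD, n = 3) RPM in PAW and 30.2 ± 19.2 (SD, n = 3) in SDW. Its exact sequence TCGGACCAGGCTTCATCCCCC had 34.7 ± 26.6 (SD, n = 3) and 19.3 ± 13.3 (SD, n = 3), a log2 fold change of 0.84, or 0.011 without the second PAW library. The miR166 family had 126526 ± 36279 (SD, n = 3) RPM in PAW and 113139 ± 73355 (SD, n = 3) in SDW, with 28436 in the second SDW library. Its direction changed to −0.30 without that library, to −0.07 without the second PAW library and to −0.23 over the exact listed sequence alone. The listed sequences of both families differ by a single base, and miR165 reads numbered 0.0217% to 0.0625% of miR166 reads in a library, so misread miR166 sequences can be among them. The article gives no sequence for miR166f. The variant TTTCGGACCAGGCTTCATTCC, chosen after its values were seen because its means match those of miR166f in Table 2, had 152.1 ± 73.8 (SD, n = 3) RPM in PAW and 85.9 ± 53.5 (SD, n = 3) in SDW.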

Induced expression of miR165 and miR166f families is targeting 2 serine/threonine phosphatase 2C proteins (ABI1 and ABI2), two key enzymes usually inactivated by high concentrations of GSH (glutathione), in presence of H_2_O_2_ accumulation in the plant cells^38^ (Supplementary File 4). The up-regulation of a miRNA usually results in the degradation of its target gene in plants; furthermore the target genes of up-regulated miRNAs may be associated with stress response, whereas the target genes of down regulated miRNAs are usually involved in stress resistance. The over expression of these miRNAs, together with the lower expression of miR157, a negative regulator of GST (glutathione-s-transferase, key enzyme in oxidative response^25^, confirms the oxidative response activation by the PAW treatment. 

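Relative to all reads and leaving out single libraries, the families miR159, miR165 and miR395 had higher means in PAW each time, and the direction of miR166, miR398 and miR157 changed with 1 library or another. None of the 5 that were tested passed edgeR's test. Relative to the reads of listed miRNAs, a scale that removes the low miRNA share of the second SDW library and was chosen after seeing the data, miR159 had 38476 ± 12771 (SD, n = 3) in PAW and 24691 ± 5909 (SD, n = 3) in SDW reads per 1000000 miRNA reads. On this scale miR165 had 397.4 ± 186.8 (SD, n = 3) in PAW and 247.2 ± 9.29 (SD, n = 3) in SDW. The miR398 family had 25866 ± 10551 (SD, n = 3) in PAW and 19293 ± 20018 (SD, n = 3) in SDW. The miR157 family had 9008 ± 3087 (SD, n = 3) in PAW and 17827 ± 8115 (SD, n = 3) in SDW. Values of both treatments overlapped for each of these 4 families. With single libraries left out on this scale, miR159, miR165 and miR395 were higher and miR157 lower in PAW each time. The log2 ratio of miR398 was −0.024 without the second SDW library. That of miR166 was between −0.048 and −0.013 each time, but with 894553 in PAW and 913019 in SDW it makes up most of this total. Its ratio can therefore hardly move on this scale. From the higher expression of these miRNAs and the lower miR157, the paper concludes that PAW activated the oxidative response.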

The miR157, whose target genes are involved in the actin and myosin microtubules formation, was down-regulated in the PAW-treated plants. This result supports the finding of an over expression of callose synthase gene, leading to a callose accumulation in the cell, in the PAW-treated shoots. 

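The miR157 family had a lower mean in PAW, by less than the spread between plants, and relative to all reads 1 SDW library set the direction. It had 1697, 1659 and 596.1 RPM in the PAW libraries and 4307, 619.7 and 1477 in the SDW libraries. The log2 fold change was −0.70 (standard error 0.97, adjusted p = 0.937 from edgeR's quasi-likelihood test), and without the first SDW library it was 0.33. Relative to the reads of listed miRNAs, a scale chosen after seeing the data, the log2 ratio of the means was −0.98 and stayed between −1.31 and −0.68 when single libraries were left out. The exact miR157a sequence TTGACAGAAGATAGAGAGCAC had 1162 ± 552.7 (SD, n = 3) RPM in PAW and 1963 ± 1764 (SD, n = 3) in SDW, with a log2 fold change of −0.76, or 0.26 without the first SDW library. The related miR156 family had 20.8 ± 12.4 (SD, n = 3) against 17.5 ± 5.32 (SD, n = 3) RPM, a log2 fold change of 0.25, or −0.33 without the second PAW library. The paper reads the lower miR157 together with the over-expression of the callose synthase gene in PAW-treated shoots, which it links to callose accumulation.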

The miR398 targets three superoxide dismutase genes* CSD1*, * CSD2* and *CSD3*, key enzymes in the ROS detoxification. 

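The miR398 family had 3159, 6948 and 1750 RPM in the PAW libraries and 7376, 163.8 and 1731 in the SDW libraries. The PAW values lay within the range of the SDW values, and the log2 fold change of 0.35 (standard error 0.97, adjusted p = 0.937 from edgeR's quasi-likelihood test) lay within the spread between plants. Its direction rested on single libraries, being −0.33 without the second PAW library and −0.20 without the second SDW library. Nearly all of these reads were the form TGTGTTCTCAGGTCGCCCCTG, with 3863 ± 2648 (SD, n = 3) RPM in PAW and 2961 ± 3621 (SD, n = 3) in SDW. Neither of the other 2 families that act on copper proteins passed the test (adjusted p = 0.937 for both in edgeR). The miR408 family had 17.0 ± 15.3 (SD, n = 3) RPM in PAW and 37.6 ± 35.2 (SD, n = 3) in SDW, a log2 fold change of −1.14 that ran from −2.10 without the first PAW library to −0.20 without the first SDW library. The miR397 family had 185.6 ± 156.9 (SD, n = 3) and 163.2 ± 194.2 (SD, n = 3), a log2 fold change of 0.19 whose direction was set by single libraries, from −0.78 without the first PAW library to 1.82 without the first SDW library.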

Its overexpression in the PAW-treated plants could reduce the transcription level of these genes and therefore reduce plant's ability to degrade the oxidative compounds. In particular the down-regulation of these genes could reduce the H_2_O_2_ degradation and increase the signal defence transduction^39^. Alternatively it could downstream regulate the genes activated for the detoxification of ROS species both, contained in PAW solution and produced by plant in response to the treatment. Moreover, among the miRNA families over expressed in the PAW-treated plants, the miR399 and miR395 families are involved in down regulation of some genes under nutritional deficiencies, in order to enhance the activation of nitrogen, phosphate and sulphate absorption ^40^; this could be an interesting aspect to be developed for future application in plant fertilization strategies.

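The nutrient families with enough reads, miR399 and miR169, had higher means in PAW, within the spread between plants, and relative to all reads single libraries set the direction of both. The miR399 family had 2.17, 10.1 and 4.07 RPM in the PAW libraries and 5.07, 0.465 and 4.39 in the SDW libraries. Its log2 fold change was 0.71 (standard error 1.02, adjusted p = 0.937 from edgeR's quasi-likelihood test) and −0.10 without the second PAW library. Relative to the reads of listed miRNAs, a scale chosen after seeing the data, the log2 ratio of the means was 0.65 and stayed between 0.25 and 1.02 when single libraries were left out. These values rest on 516 reads over the 6 libraries. The miR169 family, which responds to nitrogen, had 4.09 ± 3.28 (SD, n = 3) RPM in PAW and 3.38 ± 2.96 (SD, n = 3) in SDW, with no read in the second SDW library. Its log2 fold change was 0.27, or −0.30 without either the second PAW or the second SDW library. The phosphate families miR827 and miR2111 had 1 and 9 reads in all, too few for a test. From the higher miR399 and miR395, the paper proposes a link to the uptake of nitrogen, phosphate and sulphate.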

## Conclusions

The exposure of SDW to a nanosecond pulsed DBD enables the production of PAW characterized by the presence of oxygen and nitrogen reactive species (ROS and RNS), that are the main molecules produced in plants under stress. Transcriptional (qRT-PCR) and post-transcriptional (miRNA) molecular analyses highlighted PAW’s ability to enhance the expression of genes encoding the main enzymes involved in the phytoalexin biosynthetic pathway (alkaloids for *C. roseus*, and stilbenes for *V. vinifera*) and to modulate some of the stress response genes through miRNAs regulation. The results obtained provide an encouraging framework for applying PAW technology in plant disease management programs. PAW could be applied under greenhouse conditions to increase the yields and crop quality reducing the water usage in an economic and environmentally sustainable manner. Future studies will focus on the scale up of the system and on the further identification of PAW components inducing the resistance in plants, in order to maximize its concentration and thus its effect.

## Methods

### PAW production

A total of 80 mL of SDW was exposed to a nanosecond pulsed dielectric barrier discharge (Fig. 5), operating in ambient air for a 10 min treatment, with a peak voltage of 19 kV and a pulse repetition frequency of 1 kHz, as reported^15^. Immediately after the treatment the PAW aliquots produced were frozen. The day after production, PAW was melt at room temperature, pH was monitored and concentrations of hydrogen peroxide and nitrates induced by plasma treatment were measured using the Amplex Red Hydrogen Peroxide Assay Kit (Thermo Fisher Scientific, USA), and the nitrate/nitrite colorimetric assay (ROCHE, Switzerland), respectively. The measurement of these reactive species was performed according to the manufacturer’s protocols. The absorbances were measured photometrically with a microplate reader (Rayto, P.R. China).

**Figure 5:**
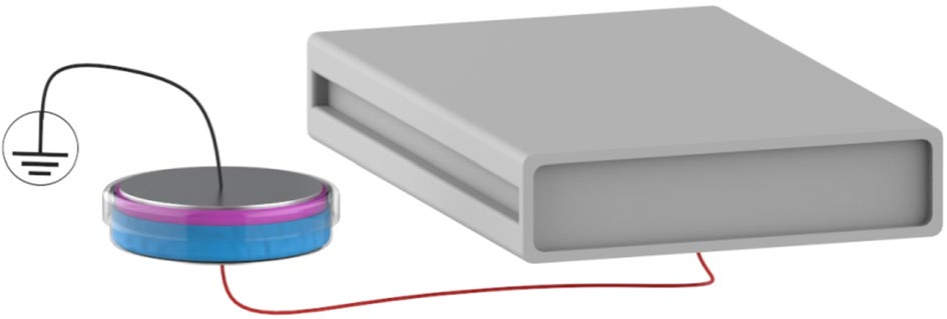
Schematic picture of the setup implemented for the production of PAW.

### Plant materials and growth conditions

Healthy periwinkle shoots [*Catharanthus roseus* (G) Don] were micropropagated from one mother plant with white flowers and maintained in vitro^40^ in a phytotron under controlled conditions (24 ± 2 °C and 16 h day light). Healthy periwinkle plants derived from the ones in micropropagation and healthy grapevine plants cv Chardonnay were soil grown in a greenhouse under insect proof conditions. The greenhouse conditions were set as 16 h light at 30 °C and 8 h dark at 24 °C, and the RH (relative humidity) was maintained at 70–75% until the end of the experiment.

### PAW treatments

To longer maintain PAW's physical and chemical properties, different treatments were employed according with the plant material (Fig. 6). Periwinkle shoots (5 replicates/treatment) were submersed in the micropropagation glass tube for 25 min with 20 mL PAW and SDW (sterile distilled water, negative control). A solution of 2.5 g/L fosetyl aluminium (Aliette, Bayer Crop Science, Italy) was then used as control, due to its known capacity to stimulate the production of pathogenesis-related (PR) proteins^41^. Additional control was represented by a synthetic solution prepared as following: SDW was supplemented with 13.5 mg × L^−1^ of H_2_O_2_ (Sigma-Aldrich) and 81.9 mg × L^−1^ of NO_3_^−^, the same concentrations generated by plasma treatment of SDW. Moreover HCl has been used to adjust the pH, to have a final solution with same pH and concentration of H_2_O_2_ and NO_3_^−^ of PAW. This solution has been used for the treatment of plant and did not induce any effect on them. The entire shoots were collected from each replicate/treatment at six time points: 0 h, 7 h, 24 h, 48 h, 96 h, and 120 h. Four untreated shoots at each time point were used as negative control and calibrator for data normalisation. The tissues were flash frozen in liquid nitrogen and stored at − 80 °C until RNA extraction.

**Figure 6:**
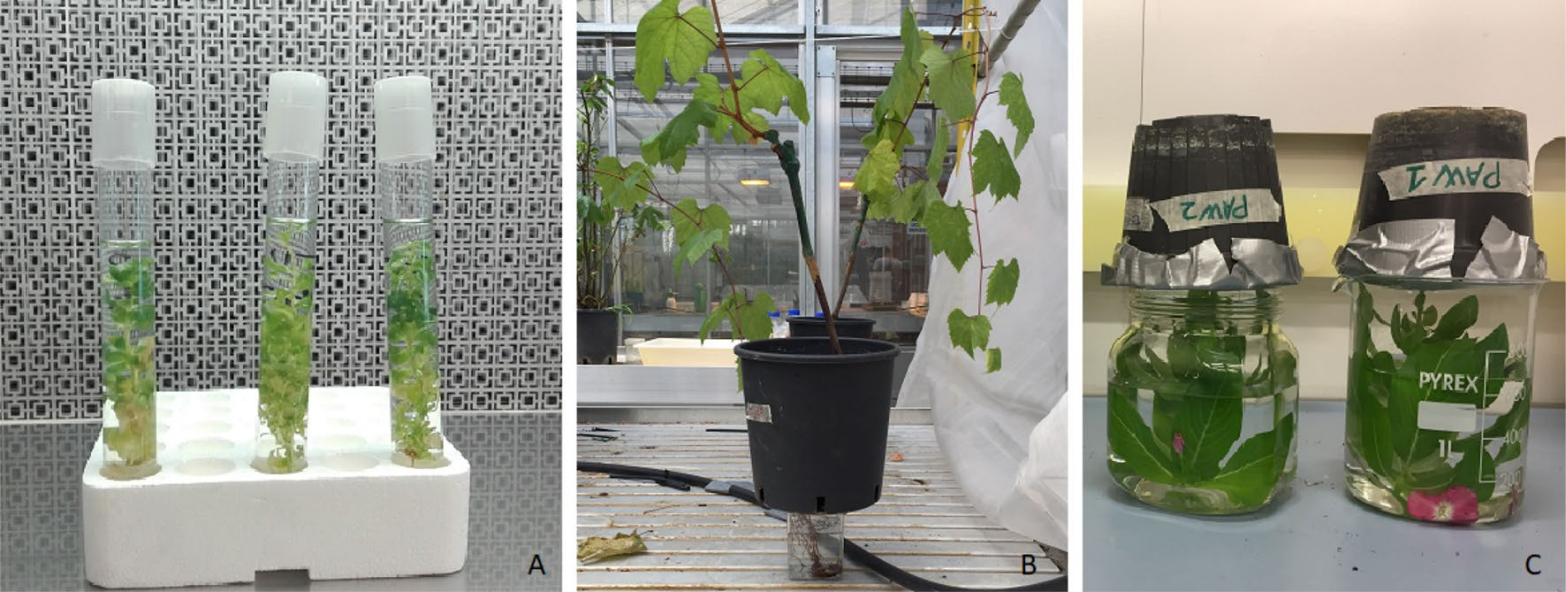
PAW treatments. (**A**) Micropropagated periwinkle shoots treated by submersion; (**B**) grapevine plants cv. Chardonnay treated by root drenching; (**C**) periwinkle plants treated by upside down submersion.

Under greenhouse conditions, 2-year old grapevine plants (3 plants/treatment) were partially uprooted, the roots were washed and irrigation devices were applied to acclimatize the plants before the treatments. After 3 weeks the root apparatus was drenched for 25 min into 450 mL of PAW, SDW, FoAl (the same three treatments described above) and the 4th, 5th and 6th leaf of each plant/treatment was collected at 3 time points: 16 h, 26 h, 36 h. Three untreated shoots at each time point were used as negative control and calibrator for data normalisation. The tissues were flash frozen in liquid nitrogen and stored at − 80  °C until RNA extraction.

For small RNA high-throughput sequencing (HTS) periwinkle plants at the 5th–6th leaf stage (3 replicates/treatment) were immersed upside down for 25 min in a 650 mL of PAW and SDW. The entire plants were collected after 16 h and flash frozen in liquid nitrogen and stored at − 80  °C until RNA extraction.

### RNA extraction from different plant sources

From micropropagated periwinkle shoots total RNA was extracted from 100 mg of material using Qiagen RNeasy Plant Minikit (# 74,904) in combination with RNase-Free DNase Set (Qiagen # 79,254) following the instructions of the manufacturer. The total RNA, eluted in 50 μL of nuclease free distilled water, was stored at − 20 °C.

Total RNA from grapevine plants was extracted as described^42^. Samples (200 mg), powdered in liquid nitrogen, were added to 900 μL of extraction buffer (2% CTAB, 2.5% PVP-40, 2 M NaCl, 100 mM Tris–HCl pH 8.0, 25 mM EDTA pH 8.0) and 2% of β-mercaptoethanol added just before use. The buffer was previously heated at 65 °C and incubated for 10 min. An equal volume of chloroform: isoamyl alcohol (24: 1 v/v) was added and the tube was inverted vigorously, and centrifuged at 11,000×*g* for 10 min at 4 °C. The supernatant was recovered and re-extracted with chloroform/ isoamyl alcohol. The supernatant, in a new microcentrifuge tube, was added with 0.25 volumes of LiCl 3 M. The mixture was incubated in ice for 30 min and the RNA was selectively pelleted after centrifugation at 21,000×*g* for 20 min at 4 °C. The pellet was resuspended in 500 μL of SSTE buffer (10 mM Tris–HCl pH 8.0, 1 mM EDTA pH 8.0, 1% SDS, 1 M NaCl) pre-heated at 65 °C. An equal volume of chloroform/ isoamyl alcohol was added and the mixture was centrifuged at 11,000 g for 10 min at 4 °C. From the supernatant in a new microcentrifuge tube the RNA was precipitated with 0.7 volumes of cold isopropanol and immediately centrifuged at 21,000×*g* for 15 min at 4 °C. The pellet was washed with ethanol (70%), dried, resuspended in 50 μL of nuclease free distilled water, and stored at − 20 °C.

For small RNA HTS total nucleic acid was extracted from periwinkle plants using a phenol–chloroform method ^42^. The samples (200 mg), powdered in liquid nitrogen, were added to 600 μL extraction buffer [2% SDS, 1 × extraction buffer (1 M glycine, 100 mM EDTA, 1 M NaCl), pH 9.5] and to an equal volume of phenol. After a centrifugation at 15.000 rpm for 5 min, the aqueous phase was added to 600 μL phenol/chloroform (1:1) and centrifuged under the same conditions. The aqueous phase was added to 600 μL of chloroform, centrifuged as above and added to 0.1 volumes of NaOAc (CH_3_COONa) and to 2.2 volumes of absolute cold ethanol. Tubes were mixed by inversion and stored 10 min in ice before a centrifugation at 15.000 rpm at 4 °C for 30 min. The pellet was washed with ethanol (70%), dried and resuspended in 50 μL of nuclease free distilled water and stored at − 20 °C. Four RNA extractions, 2 from stems and 2 from leaves, were carried out from each plant. Small RNA sequencing libraries were prepared from the pool of these RNAs as described below. Quantity and quality (ratio A260 nm/A280 nm) of each RNA extract were measured using the Nanodrop 1000 (ThermoScientific Fisher, USA). The quality was also verified by loading 5 μL of RNA extracts into a 1% agarose gel followed by electrophoresis at 130 V for 100 min in TAE buffer. The gel was stained in ethidium bromide solution (0.03%) for 20 min and destained in distilled water for 5 min; visualisation was then carried out under UV light (312 nm). All RNA samples were diluted at 250 ng/μL before the molecular assays.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR) analysis

M-MLV reverse transcriptase (RT, Promega, USA) was employed to synthesize cDNAs using random hexamer primer (Fermentas, Lithuania) and following the manufacturer’s instructions. For all genes of interest, ~ 1.5 ng of cDNA template was used for qPCR, with the expression normalized to the ubiquitin gene (periwinkle) and to actin, ubiquitin and glyceraldehydes 3-phosphate dehydrogenase genes (grapevine). All the qPCR reactions were performed using the SYBR Green master mix (Applied Biosystems, Foster City, CA, USA) performing three technical replicates, and a minimum of three biological replicates per experiment. Specific primers for RT-qPCR in periwinkle shoots/plants and grapevines were designed by using Primer Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/) software and checked by Amplify 3 ^43^. The target genes selected for periwinkle samples were the callose synthase (*CrCalS11*), important in defence reaction, and the phenylalanine ammonium lyase (*CrPAL1*), strictosidine-β-glucosidase (*CrSGD*), deacetylvindoline-O-acetyltransferase (*CrDAT*) and one chalcone synthase (*CrCHS*), genes involved in the phytoalexin pathway. For the grapevine samples the genes selected were the phenylalanine ammonium lyase (*VvPAL1*), the chalcone synthases 2 and 3 (*VvCHS2 *and *VvCHS3*) and the stilbene synthase (*VvSTS*). The primers used for RT-qPCR and the accession numbers of the gene sequences are listed in the Supplementary File 5. The RT-qPCR assay was performed using RealTime PCR ABIPRISM StepOne sequence detection system (Applied Biosystem, Foster City, CA, USA). The primers specificity was evaluated on RNA extracts by a dissociation curve analysis in order to exclude non-specific amplifications or primer dimers presence. The thermal profile was set up as follows: 95 °C for 10 min, 40 cycles at 95 °C for 15 s, and 60 °C for 1 min. Dissociation curves were performed at 95 °C for 15 s, 60 °C for 30 s and 95 °C for 15 s. The efficiency of each primer pair was determined using LinRegPCR software^44^. All gene transcription levels were reported as Mean Normalised Transcription relative to the genes employed as reference gene using the equation 2^−ΔCT^, where ΔCT is CT target gene–CT reference gene (for periwinkle samples) or geometric mean of the three reference genes (for grapevine samples). The mean data obtained were analyzed by ANOVA (*P* 0.05) followed by Student test ^45^.

### Preparation of small RNA sequencing libraries and bioinformatics analysis of the sequenced reads

Six small RNA sequencing libraries (3 from PAW- and 3 from SDW-treated periwinkle samples) were prepared using Baggerley’s test. Statistically significant differential expressed miRNAs were selected using FDR p value correction small RNA fraction was purified on polyacrylamide gel. Adapters were ligated and cDNA was synthesised, and PCR amplified. The product was gel-purified and sequenced on Illumina using HiSeq2000 sRNA-seq platform. Fastq files with the raw reads are deposited into NCBI GEO under the code GSE146177.

Adapters from the sequenced reads were trimmed with CLC Genomics Workbench (v11.0, CLCbio, Arhus, Denmark) and only the good quality reads between 16–28 nt were kept. Small RNAs were also mapped to the *C. roseus* transcriptome (https://nipgr.res.in/mjain.html?page=catharantus) allowing one mismatch during the analysis, and the relative expression of the small RNAs was counted and normalized to 1 million sequenced reads. Results of the biological replicates were compared using the same software as above and statistical differences were then analysed by Baggerley’s test. Statistically significant differential expressed miRNAs were selected using FDR *P* value correction < 0.05 ^46^ and the values were expressed in logarithmic function (log_2_). Further statistical analyses were carried out by a distributional fold change (DFC) test ^47^ and by IQR index (interquartile range)^ 48^, selecting only miRNAs differences > 2 and > 5, respectively. The differences obtained by statistical analyses data were processed by Clusvis web software ^49^ and heat maps were produced.

### Target prediction for the differentially expressed miRNAs

Target genes were firstly predicted using *C. roseus* transcriptome, then the results were confirmed by psRNA Target online software (https://www.plantgrn.org/psRNATarget/)^50^ combined with CLC Genomics Workbench (v 11.0, CLCbio Arhus, Denmark) and Blast2Go^51^ programs. Only the shared predictions of the three softwares were considered as target genes. The biological processes, molecular functions, and cellular components of these genes were examined using the Blast2Go to perform Gene Ontology (GO) annotation and GO enrichment analysis. The statistical test method was set as Fisher and the multi-test adjustment method was set as Bonferroni. The threshold of significance was defined as *P* < 0.01 and the false discovery rate (FDR) was defined as < 0.01.

## Supplementary information

Supplementary File 1.

Supplementary File 2.

Supplementary File 3.

Supplementary File 4.

Supplementary File 5.

# Supplementary material for: Plasma activated water triggers plant defence responses
**Source:** Sci Rep. 2020 Nov 5;10:19211. doi: 10.1038/s41598-020-76247-3
**Supplement:** Supplementary file 1

**Title: Plasma activated water triggers plant defence responses**

**Journal: Scientific Reports**

Yuri Zambon1, Nicoletta Contaldo1*, Romolo Laurita2, Eva Várallyay3, Alessandro Canel1, Matteo Gherardi2,4, Vittorio Colombo2,4, Assunta Bertaccini1

**
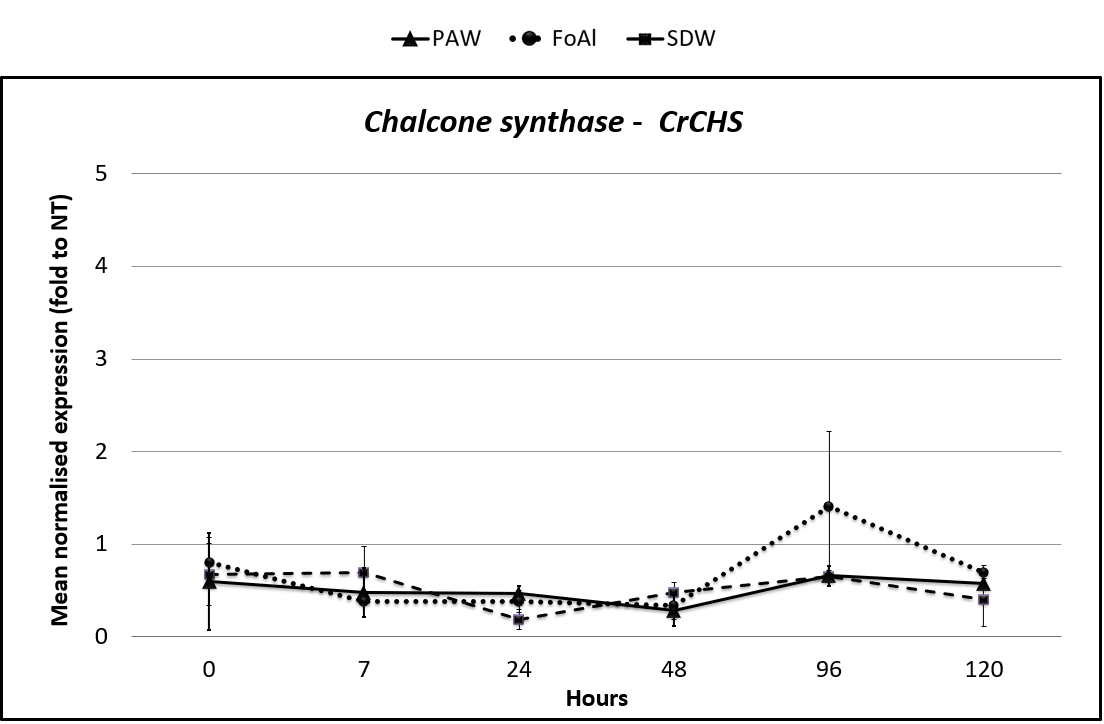
**

**Supplemetary file 1 Micropropagated periwinkle shoots gene expression**. Chalcone synthase expression kinetics in micropropagated periwinkle shoots after PAW, FoAl and SDW treatments. The graph shows the gene induction at each time point and the standard error (SE)

# Supplementary material for: Plasma activated water triggers plant defence responses
**Source:** Sci Rep. 2020 Nov 5;10:19211. doi: 10.1038/s41598-020-76247-3
**Supplement:** Supplementary file 2

**Title: Plasma activated water triggers plant defence responses**

**Journal: Scientific Reports**

Yuri Zambon1, Nicoletta Contaldo1*, Romolo Laurita2, Eva Várallyay3, Alessandro Canel1, Matteo Gherardi2,4, Vittorio Colombo2,4, Assunta Bertaccini1

**
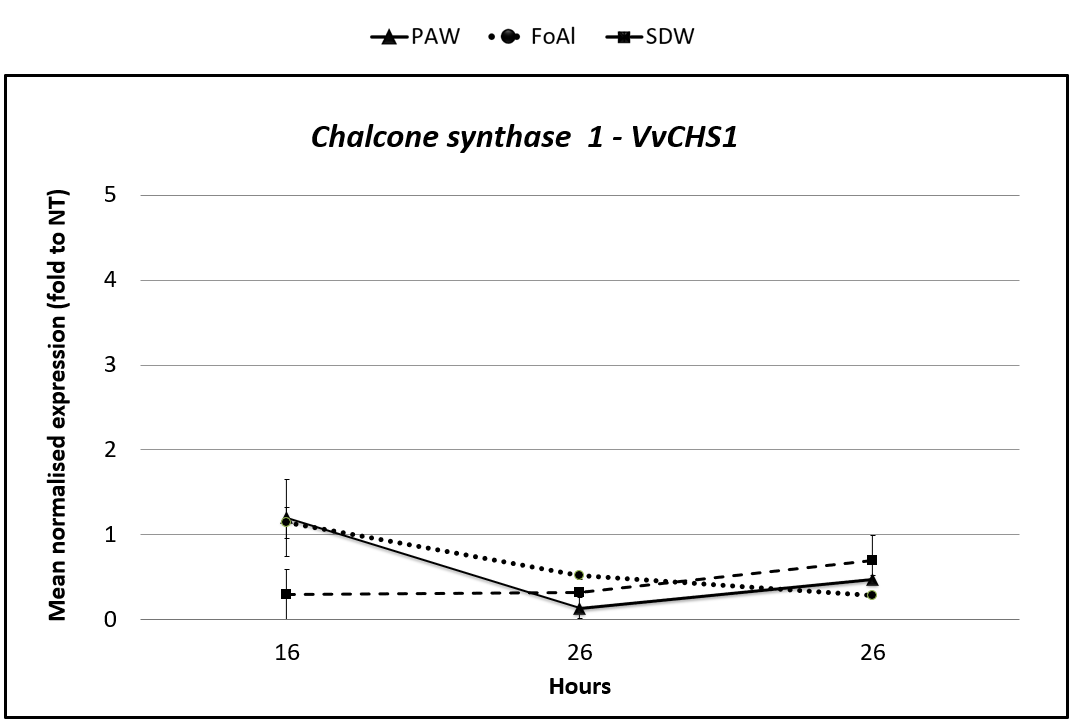
**

**Supplemetary file 2 Grapevine gene expression.** Chalcone synthase1 expression kinetics in grapevine plants maintained under controlled conditions after PAW, FoAl and SDW treatments

# Supplementary material for: Plasma activated water triggers plant defence responses
**Source:** Sci Rep. 2020 Nov 5;10:19211. doi: 10.1038/s41598-020-76247-3
**Supplement:** Supplementary file 3

**Title: Plasma activated water triggers plant defence responses**

**Journal: Scientific Reports**

Yuri Zambon1, Nicoletta Contaldo1*, Romolo Laurita2, Eva Várallyay3, Alessandro Canel1, Matteo Gherardi2,4, Vittorio Colombo2,4, Assunta Bertaccini1

| **Thesis** | **Libraries** | **Readings** | **Reading without adapters** |
| --- | --- | --- | --- |
| PAW | Biological replication 1 | 26.901.619 | 26.607.758 |
| Biological replication 2 | 23.315.061 | 23.133.444 |
| Biological replication 3 | 13.273.280 | 12.719.647 |
| H2O | Biological replication 1 | 25.353.587 | 25.028.886 |
| Biological replication 2 | 17.344.132 | 16.902.029 |
| Biological replication 3 | 13.890.882 | 13.660.161 |
|  |  |  |  |

**Supplementary File 3** Total small RNA (sRNA) reads obtained for each biological replication

# Supplementary material for: Plasma activated water triggers plant defence responses
**Source:** Sci Rep. 2020 Nov 5;10:19211. doi: 10.1038/s41598-020-76247-3
**Supplement:** Supplementary file 4

**Title: Plasma activated water triggers plant defence responses**

**Journal: Scientific Reports**

Yuri Zambon1, Nicoletta Contaldo1*, Romolo Laurita2, Eva Várallyay3, Alessandro Canel1, Matteo Gherardi2,4, Vittorio Colombo2,4, Assunta Bertaccini1

**Supplementary File 4** Potential targets of miRNAs differentially expressed in *C. roseus* after PAW treatment

# Supplementary material for: Plasma activated water triggers plant defence responses
**Source:** Sci Rep. 2020 Nov 5;10:19211. doi: 10.1038/s41598-020-76247-3
**Supplement:** Supplementary file 5

**Title: Plasma activated water triggers plant defence responses**

**Journal: Scientific Reports**

Yuri Zambon1, Nicoletta Contaldo1*, Romolo Laurita2, Eva Várallyay3, Alessandro Canel1, Matteo Gherardi2,4, Vittorio Colombo2,4, Assunta Bertaccini1

| **Gene** | **Primer** | **Sequence 5'-3'** | **GenBank a.n.** | **Literature** |
| --- | --- | --- | --- | --- |
| *CrPAL1* a | Forward | AAACCCGGCAATCCCTAACC | AB042520 | [this study] |
| Reverse | GGAATTCGGCTCCCACATC |
| *[CrCHS* a | Forward | ACTCCTCCGGCTACCTAC | AJ131813 | [this study] |
| Reverse | TCCTTGAGCACGTTGAGC |
| *CrSGD* a | Forward | TCACAAAGCTGCTGTGGAAG | AF112888 | [52] |
| Reverse | CACCCGTTGTTAATGGCTCT |
| *CrDAT* a | Forward | CCTCCGGAAGCCATAGAAAAG | LN809931 | [this study] |
| Reverse | CGTGGCACATCGACTGAGAA |
| *CrCalS11* a | Forward | GCTGCTTATGCGCTCGACTATG | HM800500 | [53] |
| Reverse | GTATCGTCTCTCGGCAACCCAC |
| *CrUBQ11* a | Forward | GGAAGGCATTCCACCAGACCA | EU007433 | [54] |
| Reverse | TACCTCCCCGGAGACGAAGC |
| *VvPAL1* b | Forward | TGCTGACTGGTGAAAAGGTG | X75967 | [55] |
| Reverse | CGTTCCAAGCACTGAGACAA |
| *VvCHS1* b | Forward | AGCCAGTGAAGCAGGTAGCC | AB015872 | [58] |
| Reverse | GTGATCCGGAAGTAGTAAT |
| *VvCHS2* b | Forward | TCTGAGCGAGTATGGGAACA | AB066275 | [58] |
| Reverse | AGGGTAGCTGCGTAGGTTGG |
| *VvCHS3* b | Forward | GTTTCGGACCAGGGCTCACT | AB066274 | [58] |
| Reverse | GGCAAGTAAAGTGGAAACAG |
| *VvSTS* b | Forward | GTGGGGCTCACCTTTCATT | AF274281 | [55] |
| Reverse | CTGGGTGAGCAATCCAAAAT |
| *VvACT* b | Forward | TCAGCACTTTCCAGCAGATG | TC30205 | [55] |
| Reverse | TAGGGCAGGGCTTTCTTTCT |
| *VvUBQ1* b | Forward | GTGGTATTATTGAGCCATCCTT | TC32075 | [56] |
| Reverse | AACCTCCAATCCAGTCATCTAC |
| *VvGAPDH* b | Forward | TTCTCGTTGAGGGCTATTCCA | CB973647 | [57] |
| Reverse | CCACAGACTTCATCGGTGACA |

a = primers used for micropropagated periwinkle shoots; b = primers used for grapevine plants

**Supplementary File 5** Primers used in the experiments

How the deposited data were processed for this re-analysis (not part of the article)

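Small RNA was sequenced from 6 periwinkle plants, 3 immersed in PAW and 3 in SDW, collected 16 h after an immersion of 25 min. The authors purified the small RNA on a gel, sequenced it on an Illumina instrument, trimmed the adapters with CLC Genomics Workbench, kept good quality reads of 16 to 28 nt and collapsed identical reads. The deposited values are raw counts of each distinct sequence. The tables were checked for this unit: the expression column equalled the count in every row, lengths ran from 16 to 28 nt, and no sequence was repeated within a library. The mapping to a transcriptome, the annotation of miRNAs and the scaling described in the paper's methods are not in the tables.

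The tables were joined on the sequence with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Depth ran from 10750389 to 24862108 reads per library, at which 3 counts correspond to 0.121 to 0.279 RPM. Families were counted with a list of 68 mature plant miRNAs in 44 families, most of them Arabidopsis forms, written from memory and not checked against a database, by the core of 16 nt from positions 3 to 18, with a shift of at most 2 nt and a length of 18 to 25 nt. Of the 44 families, 36 had reads and 27 had at least 10 reads in at least 3 libraries. Sequences of 9 tRNA 5′ ends, 5S and 5.8S rRNA and of 3 animal miRNAs were counted as signs of other RNA.

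Differences between PAW and SDW were tested on counts with edgeR 4.0.16 (quasi-likelihood test, R 4.3.3), with the total reads of a library as its depth and no further factor, since the paper's methods describe scaling to 1000000 sequenced reads, and with Benjamini-Hochberg adjustment at 0.05. The values printed in the paper's Table 2 were found afterwards to match reads of listed miRNAs as the total, and results on that total are given as alternatives. The test over all sequences took the 141868 kept by edgeR's filter at a minimum count of 10. The median dispersion was 0.423 for sequences and 0.589 for families. Shares, ratios and RPM of 1 feature were compared with 2-sided exact permutation tests in scipy 1.17.1. Strand ratios used 0.5 reads and distances 1 RPM as pseudocount. Distances between libraries were Euclidean on log2 values, with complete linkage.

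The tests were tried on simulated data drawn from the means and depths of the libraries. Of the sequences 50 were changed at each size, in a single draw per spread. For families the shares are of 500 changes of each size over 100 rounds. Other numbers of changed sequences or families were not tried. Over 141868 sequences at the estimated spread, edgeR recovered 0% of changes of 2-, 4-, 8- or 16-fold and made 0 false calls. DESeq2 recovered 88% of 16-fold changes and made 491 false calls. At a dispersion of 0.05, edgeR recovered 46% of 2-fold and 100% of 4-fold changes, limma-voom 50% and 100%, and Baggerley's test, written from its published form, 0% at each size. Over 27 families at the estimated spread, edgeR recovered 0.8% of 2-fold, 8.6% of 4-fold, 45.8% of 8-fold and 84.4% of 16-fold changes.

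The alternatives were TMM factors, DESeq2 1.42.0 size factors and its test, limma-voom (limma 3.58.1), Baggerley's test, the replicate number as a block, the total of 20 to 25 nt, other filters on low counts, other matches to the list, other pseudocounts, shares of distinct sequences, and leaving out each library in turn. These tests, the miRNA list, the alternatives and the rule for the miRNAs named in the text were fixed before the data were examined. The rule took every listed miRNA or family that the paper names, families past the threshold, families with a mean of at least 100 RPM, and the largest changes in each functional group. The values of the paper's Table 2 had been seen by then. Alternatives with the reads of listed miRNAs as the total, and the test over 324 single variants of the listed miRNAs, were chosen after seeing the data.

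The quantitative PCR, grapevine and gene ontology parts of the study have no deposited tables and were left out, as were miR8016 and the unnamed miRNAs of Table 2, whose sequences are not given. Of miR157d-3p only the family could be counted, since the list holds other members. Figures were drawn with matplotlib 3.10.9.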

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

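No count of families or mature miRNAs past the threshold left 0 under any of the alternatives fixed in advance, with the lowest adjusted p for a named family at 0.0996, from DESeq2. For families this covers other scalings, tools, filters and matches, and for all 3 counts each library left out in turn, where the counts were 0 each time. For all sequences the exception was DESeq2, with 111 past the threshold, of which 84 had groups that do not overlap. In simulated data of this spread DESeq2 made 491 false calls, and edgeR, limma-voom and Baggerley's test recovered 0% of changes at each size, so a 0 from these over all sequences carries little weight. The unadjusted count over all sequences was 19965 without the first PAW library and 1868 without the second, against 4811.

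With reads of listed miRNAs as the total and Baggerley's test, a pair of choices made after seeing the data, 2 families passed. These were miR396-3p at a log2 fold change of 0.21 and miR166 at −0.023. Also past it were 2 mature sequences, miR168a and miR159b, and 8 of 324 variants. On that total the groups overlapped for both families, and miR168a, called higher, had a mean of 1710 in PAW and 2404 in SDW. The test as written can take counting error in place of the spread between plants. With the same total and edgeR, or with all reads and either test, the counts were 0. Families with a higher mean in PAW numbered 18 of 27, 16 with DESeq2 size factors and 13 with reads of listed miRNAs as the total. With a library left out they numbered from 12 to 20, and those with a lower mean were the majority without PAW1 (13 higher, 14 lower), PAW2 (12 and 15) or SDW2 (12 and 15). That total lowered the median family log2 fold change from 0.19 to −0.03. The cause was not tested.

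Replicate numbers do not pair the libraries: the deviations of same-numbered libraries had correlations of −0.10, −0.10 and −0.22. With the replicate block the counts past the threshold were 0 for sequences, families and mature miRNAs.

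For 19 named families, 275 of 299 log2 fold changes under the alternatives fixed in advance kept their direction and 24 did not, 18 of them with a library left out. The families miR159, miR165, miR319, miR396, miR396-3p, miR408, miR168-3p and miR5368 kept theirs under every alternative run, some at a much smaller size with a library left out: 0.24 to 1.29 for miR165, 0.39 to 1.69 for miR396, 0.096 to 0.77 for miR396-3p, 0.67 to 2.10 for miR319 and −2.10 to −0.20 for miR408. With a library left out, ranges that crossed 0 were −1.13 to 0.33 for miR157, −0.30 to 0.46 for miR166, −1.95 to 0.072 for miR172, −1.05 to 0.046 for miR172-5p, −1.18 to 0.66 for miR393, −0.33 to 2.06 for miR398, −0.10 to 1.16 for miR399, −0.44 to 0.32 for miR162, −0.69 to 0.48 for miR167, −0.10 to 0.51 for miR168 and −0.78 to 1.82 for miR397. For exact sequences they were −1.19 to 0.26 for miR157a, −0.70 to 0.19 for miR166a, −1.96 to 0.50 for miR172a, −0.41 to 1.60 for miR396b and −0.31 to 2.07 for miR398b. Over the exact sequences alone, miR166 had −0.23 and miR393 0.17. With DESeq2 size factors miR167 had −0.0066 and miR397 −0.014, and with the DESeq2 test miR167 had −0.15 and miR168 −0.14. With reads of listed miRNAs as the total, chosen after seeing the data, miR166 had −0.029, miR167 −0.31 and miR168 −0.49, and when the second SDW library was also left out, miR166 had −0.027, miR172-5p 0.41 and miR398 −0.024.

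Relative to the reads of listed miRNAs, a scale chosen after seeing the data, the direction held for 11 of 12 families when single libraries were left out, as the log2 ratio of the means, the exception being miR398, from −0.024 to 1.72. Among them, miR157 ran from −1.31 to −0.68, miR172 from −2.41 to −0.50, miR393 from −1.36 to −0.086, miR399 from 0.25 to 1.02 and miR166, lower in PAW on this scale, from −0.048 to −0.013. The cause was not tested.

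The differences between PAW and SDW in length, in percentage points, ran with a library left out from −0.12 to 7.46 for 20 to 25 nt, from −2.39 to 7.39 for 21 nt and from −2.36 to 3.00 for 24 nt. The 5′ base differences ran from −6.27 to 5.77 for uridine at 21 nt and from −0.20 to 5.64 for adenine at 24 nt. The log2 strand ratios ran from −0.45 to 1.18 for miR166 and from −0.10 to 1.67 for miR172. These spans cross 0, and the first 2 and the adenine share did so without the second SDW library alone. The tables hold no length outside 16 to 28 nt, so that taking all lengths changed nothing.

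The distance between minus within treatments ran from −1.63 to 0.43 over families and from −18.6 to 47.7 over all sequences with a library left out. It was 0.072 over families with reads of listed miRNAs as the total, chosen after seeing the data, and −5.82 over all sequences with a pseudocount of 0.1. No setting gave 2 branches that equal the treatments. The tRNA difference kept its sign, at −7958 to −291.9 RPM, the latter without the second SDW library. The cause of these changes was not tested. Depth limits miR395, miR399, miR172-5p and miR5368, each with 516 reads or fewer over the 6 libraries.

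For all 3 counts, 10 of 10 divisions of the libraries into 3 and 3 gave as many calls, 0 in the real division and 0 as the highest of the others. With a real count of 0 every division gives as many by construction, so this comparison shows nothing. At an unadjusted p under 0.05 the real division gave 4811 sequences and the highest other one 13582, for PAW1, SDW1 and SDW3 against the rest. Without PAW1 the comparison of PAW with SDW gave 19965. These values do not tell whether what sets PAW2 and PAW3 apart is related to the treatment. With 10 divisions no share under 0.05 can be reached.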

Differences from the paper's values

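The paper reports 81 miRNAs with a significant change, and the count here was 0 of 22 listed mature sequences. The paper's number of families with such miRNAs is 36, against 0 of 27 here. Both were set at an FDR-corrected p under 0.05. The paper's methods also describe selection by a distributional fold change test and an interquartile range index, which were not applied here. Under every alternative fixed before the data were examined the counts were 0 and differed. Among these is Baggerley's test, which the paper names, but as written here it recovered 0% of simulated changes over all sequences, even at a dispersion of 0.05, so its 0 is no check of the paper's counts. The paper's annotation of miRNAs is not in the tables, so that the lists tested are not the same. Of the settings chosen after seeing the values, Baggerley's test with reads of listed miRNAs as the total called miR396-3p, among the paper's up-regulated entries. It also called variants of miR159, miR166, miR168 and miR319, 8 of 324 in all. The groups of miR396-3p overlapped on that total. With 27 families and 23 mature sequences tested under this setting, its counts at these levels could not have reached the paper's. DESeq2 called 111 of all sequences, 1 of them in a listed family.

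The second SDW library held 10750389 reads, against the paper's 16902029 reads without adapters. Supplementary File 3 gives no range of lengths for that count, and the tables hold 16 to 28 nt. No alternative bears on this count.

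The values of the paper's Table 2 are described as scaled to 1000000 sequenced reads. They came close to values here per 1000000 reads of listed miRNAs and not per 1000000 of all reads, and the comparison was made on the former scale, which was found after the values were seen. For miR172a, miR159a, miR165a, miR395a, miR396a, miR396b and the poplar form of miR398b, the listed exact sequences had no difference of this kind with all libraries, and those of miR159a, miR165a and miR396a none with any library left out. Differences arose for miR172a without PAW1, at 9.10 in PAW against the paper's 18.99, for miR395a without PAW2, at 3.91 in PAW against 15.64, and without SDW2, at 1.16 in SDW against 0.77, for miR396b without SDW1, at 3320 in SDW against 5558.85, and for the poplar form of miR398b without SDW1, at 7551 in SDW against 18283.28. For miR319a the listed sequence had 980.3 in PAW and 580.1 in SDW, against the paper's 613.36 and 302.02, within the spread between plants, and without PAW1 or SDW1, at 1435 or 866.2, it differed. For the sequences below the paper's entry and the listed sequence of that name differ, under every library left out in turn as well. The listed sequences were written from memory, so a value of 0 or near it can also mean that the listed form is not the one the paper counted. For miR157a the paper's values are 32.45 in PAW and 76.13 in SDW, against 7987 and 16457 per 1000000 miRNA reads. For miR393a they are the paper's 128.95 and 331.73 against 4.26 and 6.02, for miR396a-3p the paper's 789.64 and 477.53 against 0.586 and 0.157, and for miR399b the paper's 33.6 and 21.05 against 0.350 and 0.611. For miR172c they are the paper's 6.69 and 25.92 against 0 and 0, for miR172c-5p the paper's 3.47 and 8.13 against 0.0956 and 0, and for miR5368 the paper's 2.25 and 14.79 against 0 and 0, while the miR5368 family with its variants had a lower mean in PAW, as the paper states. For miR157d-3p, the miR157-3p family as a whole had 0.293 and 0.230, against the paper's 0.76 and 10.49, and the SDW value differed with each SDW library left out too, as did the PAW value without PAW3, at 0. With 1 mismatch allowed the family had 302.2 and 1049, which differ as well. The Arabidopsis form of miR398b had 5.89 and 4.13, against the paper's 24470.24 and 18283.28.

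Chosen after its values were seen, another sequence of the same family lay within 5% of both of the paper's values for these entries apart from miR5368 and miR157d-3p. Over Table 2, 16 of 18 entries with a listed family had a single such sequence, and the median ratio to the paper's value was 1.03 in PAW and 1.01 in SDW. Per 1000000 of all reads the median ratios were 0.150 and 0.125. For miR157a this sequence was ATGACAGAAGATAGAGAGCAC and for miR393a TCCAAAGGGATCGCATTGATT. These sequences were chosen by both of the paper's values, so their direction is no evidence of its own.

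The paper's heat map and text describe separate clusters for PAW and SDW and similar replicates. Here the mean distance between the treatments was 7.41 and within them 7.93 over miRNA families, and no clustering of all families or all sequences gave the treatments as its branches.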

Other observations

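Of the tests on the second SDW library, that on its distinct sequences of 25 to 28 nt was set out before its value was seen, as was the test on the heat map, and the tests on tRNA fragments, control water, short pieces and dilution by longer reads were chosen afterwards, as were the divisions of the libraries.

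The second SDW library had 3.10% miRNA reads, against 10.1% to 18.4% in the others. Among reads of 20 to 25 nt its share was still 3.89%, below each of the other 5, but tRNA fragments of these lengths stay in that total. Its 10 most frequent sequences together took 11.2% of its reads, against 15.6% to 22.1% in the others. This argues against a few tRNA fragments taking most of the reads. The tables argue against control water as such, since the lower of the other SDW libraries had 16.7% miRNA reads, above the lowest PAW library at 10.1%. They argue against dilution by reads of 25 to 28 nt as the whole cause, since with these left out of the total its share was at most 4.14%, against 10.6% to 19.3% in the others. A candidate explanation is a size cut that let in longer molecules, since 14.6% of its distinct sequences had 25 to 28 nt, against 6.03% to 8.89%, but by the dilution value this holds only if the cut also lost shorter RNA, which was not tested. Reads of 21 nt made up 6.18% of this library, and within them its miRNA share was 49.3%, against 54.4% to 72.4%. Breakdown into short pieces stays open: 3.52% of its reads had 16 to 19 nt, within the 1.36% to 5.70% of the others. Pieces under 16 nt are not in the tables, and neither are reads over 28 nt. The tables lack 36.4% of its adapter-free reads, against 1.36% to 11.1% in the others. The lengths of these reads are not known, so they bear on neither explanation. A different mix of leaf and stem in this plant was not tested and stays open.

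In the paper's heat map, selection of the miRNAs on the difference between the groups could by itself part the libraries. The 81 variants of smallest p were chosen for each of the 9 other divisions of the libraries. The choice used Baggerley's test with the reads of listed miRNAs as the total, which as written can ignore the spread between plants. Clustering then parted 6 of the 9 arbitrary groupings, and 0 of 9 without that choice. Set out beforehand, at least 8 was to count for this explanation and at most 2 against it, so the test did not decide. The division by treatment was not parted with or without the choice, so this clustering did not rebuild the paper's heat map.

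The 3 listed animal miRNAs had 0 to 12 reads in a library.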
